# A lactate‐responsive gene signature predicts the prognosis and immunotherapeutic response of patients with triple‐negative breast cancer

**DOI:** 10.1002/cai2.124

**Published:** 2024-05-17

**Authors:** Kaixiang Feng, Youcheng Shao, Jun Li, Xiaoqing Guan, Qin Liu, Meishun Hu, Mengfei Chu, Hui Li, Fangfang Chen, Zongbi Yi, Jingwei Zhang

**Keywords:** immunotherapy, lactate, risk model, subtype, TNBC

## Abstract

**Background:**

Increased glycolytic activity and lactate production are characteristic features of triple‐negative breast cancer (TNBC). The aim of this study was to determine whether a subset of lactate‐responsive genes (LRGs) could be used to classify TNBC subtypes and predict patient outcomes.

**Methods:**

Lactate levels were initially measured in different breast cancer (BC) cell types. Subsequently, MDA‐MB‐231 cells treated with 2‐Deoxy‐d‐glucose or l‐lactate were subjected to RNA sequencing (RNA‐seq). The gene set variation analysis algorithm was utilized to calculate the lactate‐responsive score, conduct a differential analysis, and establish an association with the extent of immune infiltration. Consensus clustering was then employed to classify TNBC patients. Tumor immune dysfunction and exclusion, cibersort, single‐sample gene set enrichment analysis, and EPIC, were used to compare the tumor‐infiltrating immune cells between TNBC subtypes and predict the response to immunotherapy. Furthermore, a prognostic model was developed by combining 98 machine learning algorithms, to assess the predictive significance of the LRG signature. The predictive value of immune infiltration and the immunotherapy response was also assessed. Finally, the association between lactate and various anticancer drugs was examined based on expression profile similarity principles.

**Results:**

We found that the lactate levels of TNBC cells were significantly higher than those of other BC cell lines. Through RNA‐seq, we identified 14 differentially expressed LRGs in TNBC cells under varying lactate levels. Notably, this LRG signature was associated with interleukin‐17 signaling pathway dysregulation, suggesting a link between lactate metabolism and immune impairment. Furthermore, the LRG signature was used to categorize TNBC into two distinct subtypes, whereby Subtype A was characterized by immunosuppression, whereas Subtype B was characterized by immune activation.

**Conclusion:**

We identified an LRG signature in TNBC, which could be used to predict the prognosis of patients with TNBC and gauge their response to immunotherapy. Our findings may help guide the precision treatment of patients with TNBC.

**Abbreviations**
2‐DG: 2‐deoxy‐d‐glucose
BC: breast cancer
DEG: differentially expressed gene
GEO: Gene Expression Omnibus
GO: Gene Ontology
GSEA: gene set enrichment analysis
GSVA: gene set variation analysis
IL‐17: interleukin‐17
KEGG: Kyoto Encyclopedia of Genes and Genomes
LRG: lactate‐responsive gene
MDSC: myeloid‐derived suppressor cell
METABRIC: Molecular Taxonomy of Breast Cancer International Consortium
MsigDB: Molecular Signatures Database
OS: overall survival
RNA‐seq: RNA sequencing
RSF: random survival forest
ssGSEA: single‐sample GSEA
TCGA: The Cancer Genome Atlas
TIDE: tumor immune dysfunction and exclusion
TME: tumor microenvironment
TNBC: triple‐negative breast cancer
WGCNA: weighted gene co‐expression network analysis

## 1 INTRODUCTION

Breast cancer (BC) remains a serious threat to human health. Nearly 310,000 new cases of BC and 43,000 BC‐associated fatalities were reported in the United States in 2024 alone [1]. The diverse characteristics of BC tumors and the lack of viable treatment options contribute to the development of triple‐negative BC (TNBC), the most lethal and frequently recurring BC subtype [2]. Various anticancer strategies have been developed to treat BC, including chemotherapy, targeted therapy, and immunotherapy. However, surgical resection and cytotoxic chemotherapy are still the most effective treatment options for TNBC [3]. Owing to the lack of clear symptoms, many patients with TNBC are diagnosed late and have high rates of recurrence and metastasis; this contributes to poor prognosis and a shortened survival time [4]. An increased understanding of TNBC biology and the advancement of multi‐omics approaches and other technologies offers increased possibilities for expanding the diagnostic and treatment options available to patients. In addition, better classification of TNBC subtypes and characterization of the diverse biological drivers will help the implementation of personalized treatment for TNBC [3, 4, 5].

TNBC has a distinct metabolic phenotype, which is characterized by more pronounced cellular metabolic dysregulation than other BC subtypes. For instance, TNBC cells have a preference for glycolysis, which is strongly associated with a worse prognosis [6, 7]. In accordance, pyruvate and lactate levels are significantly elevated in TNBC versus hormone receptor‐positive BC [8, 9]. Lactate, the end product of glycolysis, has traditionally been regarded solely as a metabolic byproduct. However, since the discovery of the Warburg effect in 1956, extensive research has revealed that lactate also serves as a signaling molecule in crucial physiological processes within cancer cells. For instance, it uses several mechanisms, including cell cycle regulation, immunosuppression, and energy metabolism, to promote cancer progression [10, 11]. The profound impact of lactate on the tumor microenvironment (TME) has prompted investigations into its role in tumor immunity. For instance, studies have demonstrated that lactate promotes BC growth by inhibiting dendritic cells from presenting tumor‐specific antigens to other immune cells [12]. In addition, it mediates interactions between tumors and macrophages to facilitate metastasis in BC [13] and exerts immunosuppressive effects on various type of immune cells, including natural killer cells and CD4^+^/CD8^+^ T cells [14, 15]. Moreover, lactate can regulate immune cell function within tumors by promoting the posttranslational modification of proteins through lactylation [16, 17, 18]. Therefore, exploring genes related to lactate metabolism may help the development of immunotherapeutic strategies against TNBC. Although immunotherapy drugs such as immune checkpoint inhibitors are available for the treatment of TNBC, their efficacy is limited by tumor heterogeneity (e.g., variation in the metabolic phenotypes among tumor cells within the TME and different patterns of immune infiltration) [2]. Therefore, the classification on tumors based on the expression of lactate**‐**responsive genes (LRGs) may help the selection of patients with TNBC for immunotherapy.

In our study, we used RNA sequencing (RNA‐seq) to identify 14 LRGs in MDA‐MB‐231 cells treated with 2‐deoxy‐d‐glucose (2‐DG) or l‐lactate. We then used this LRG signature to classify TNBC into two subtypes. Next, we generated and tested a model to predict the prognosis of patients with TNBC based on their lactate metabolism. Additionally, we characterized infiltrating immune cells in each TNBC subtype and determined how this parameter was associated with the response to immunotherapy. Our research showed the role of lactate metabolism in TNBC and demonstrated how it could be used to predict the prognosis and treatment response of patients with this aggressive form of BC.

## 2 MATERIALS AND METHODS

### 2.1 Data acquisition and preprocessing

Human BC RNA‐seq data were acquired from The Cancer Genome Atlas (TCGA) using the TCGAbiolinks R package [19]. The clinical survival data were obtained from TCGA pan‐cancer atlas. Additional expression profile data were obtained from the Molecular Taxonomy of Breast Cancer International Consortium (METABRIC) [20] and Gene Expression Omnibus (GEO) database [21]. Our study excluded patients who had a survival time of less than 30 days or missing data.

### 2.2 Selection of lactate‐metabolism‐related gene sets

To collect gene sets related to lactate metabolism, molecular signature database (MsigDB) [22] was interrogated using the keywords “lactate” and “lactic acid.” After merging and eliminating duplicate genes, 325 genes belonging eight gene sets related to lactate metabolism were obtained (Supporting Information: Table S1).

### 2.3 Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses of RNA‐seq data

The differentially expressed genes (DEGs) with a significance level of *p* < 0.05 and log_2_ |fold‐change| > 1 were identified using the DESeq2 R package. GO and KEGG pathway enrichment analyses of the DEGs were performed using the “Clusterprofiler [23]” R packages and Metascape [24].

### 2.4 Gene set analysis using gene set enrichment analysis (GSEA) and single‐sample GSEA (ssGSEA)

The “Clusterprofiler” R packages were used to conduct GSEA. The cancer hallmark gene set was downloaded from MSigDB. Unlike GSEA, ssGSEA does not rely on grouping but calculates the score for each sample. Hence, the proportion of infiltrating immune cells and the LRG scores were calculated using the ssGSEA method implemented in the “gene set variation analysis (GSVA)” R package [25].

### 2.5 Cell lines and culture

The MCF‐10A cell line, which is derived from breast endothelial cells, along with the MCF‐7 and the 4T1 cell lines, were acquired from the Cell Bank of Shanghai Institutes of Biological Sciences in Shanghai, China. Additionally, the MDA‐MB‐231 and MDA‐MB‐468 cell lines were obtained from Wuhan Procell Life Technology Co. Ltd. MCF‐10A was grown in a dedicated unique medium (Procell). Additional BC cell lines were grown in DMEM (Invitrogen) supplemented with 10% fetal bovine serum (GIBCO) and 1% penicillin/streptomycin (GIBCO). The cells were cultured in at 37°C, 5% CO_2_.

### 2.6 Lactate assay

The lactate concentration in the cell supernatant was measured using the l‐lactate colorimetric assay kit (Elabscience), according to the manufacturer's instructions. In short, cells were cultured in six‐well dishes for 24 h. Next, the medium was substituted with fresh medium, and the cells were incubated for an additional 24 h. Finally, the supernatants were collected and their lactate levels were analyzed at 530 nm using a UV‐vis spectrophotometer (Thermo Fisher Scientific). The lactate concentration per cell was calculated by counting the number of cells assayed.

### 2.7 Cell Counting Kit‐8 (CCK‐8) assay

MDA‐MB‐231 cells seeded into 96‐well plates at ~1 × 10^3^ cells/well, cultured overnight, and then exposed to different treatment conditions. The evaluation was performed every 24 h and the medium in wells awaiting detection was replaced with medium containing 10% CCK‐8 reagent. The cells were cultured at 37°C for a further 2 h, before absorbance was measured at 450 nm.

### 2.8 RNA‐seq

MDA‐MB‐231 cells were exposure to 2‐DG (GlpBio) or sodium l‐lactate (Sigma‐Aldrich) and then subjected to RNA‐seq analysis. Briefly, MDA‐MB‐231 cells were treated with 2‐DG (10 or 20 mmol/L), l‐lactate (10 or 20 mmol/L), or phosphate‐buffered saline (control) for 24 h. Total RNA was extracted from three sample replicates for each condition using an RNA mini kit (Qiagen). The RNA quality was assessed using a combination of gel electrophoresis and Qubit (Thermo). RNA‐seq was performed on an Illumina Novaseq. 6000 instrument by DIATRE Biotechnology.

### 2.9 Drug discovery based on gene expression profile similarity

Drug prioritization analysis of lactate‐responsive DEGs was conducted using DREIMT [26], a drug discovery tool that detects similarity between expression profiles and drug prioritization feature, which prioritized using *τ* and drug specificity score and filtered based on statistical significance (false discovery rate < 0.05), was developed to explore the most suitable drugs for enhancing or suppressing the expression of user‐defined LRGs of interest.

### 2.10 Clustering of TNBC subtypes based on LRGs

An R implementation of the ConsensusClusterPlus [27] was utilized to perform consensus clustering based on LRGs. Specifically, the WardD2 algorithm with Euclidean distances (*k* = 2:10) was employed for conducting the consensus clustering analysis.

### 2.11 Evaluation of immunotherapeutic efficacy

Immunotherapy is a promising treatment for TNBC. Tumor immune dysfunction and exclusion (TIDE) [28] and clinical data sets (IMvigor210 cohort and GSE78220) were used to evaluate the role of LRGs. Next, the immune dysfunction and exclusion scores were generated for the activated and suppressed immune cells. Given the lack of data sets from TNBC patients receiving immunotherapy, a data set from patients with advanced urothelial cancer (IMvigor210 cohort) [29], who were treated with the anti‐PD‐L1 antibody (atezolizumab) (GSE78220) [30], was also included in this study.

### 2.12 Immune cell infiltration analysis

To ensure the consistency of the aforementioned results using various immune assessment algorithms, multiple immune cell gene sets (TIMER [31], MCP‐counter [32], Cibersort [33], and EPIC [34]) were employed and compared using ssGSEA and 28 immune cell gene sets, with the assistance of the R package “IOBR” [35].

### 2.13 Weighted gene co‐expression network analysis (WGCNA) to identify immune subtypes and co‐expression gene modules

The “WGCNA” [36] R package was used to identify the gene modules associated with certain immune subtypes. A total of 8000 genes were filtered based on a mean absolute deviation value of >0.1. The “pickSoftThreshold” function was then used to determine the ideal soft threshold power beta. A co‐expression network was generated by using the one‐step network approach. The co‐expression modules were then detected using the “blockwiseModules” function. The “plotDendroAndColors” and “labeledHeatmap” functions were used to construct a dendrogram and determine module–trait associations.

### 2.14 Prognostic model construction

Previously published machine learning algorithms, including random survival forest (RSF), Lasso, Enet, survival‐SVM, stepwise Cox, CoxBoost, plsRcox, and Ridge, were combined to create a prognostic model exhibiting excellent stability and accuracy [37]. The C‐index was calculated for all the validation data sets.

### 2.15 Survival analysis

The Kaplan–Meier method was used to examine the predictive significance of the risk score associated with immune‐related genes for overall survival (OS). The patients were categorized into high‐risk and low‐risk groups based on the median risk score value. Subsequently, the OS difference between the two groups of TNBC patients was calculated and visualized using the “Survival” and “Survminer” R packages.

### 2.16 Statistical analysis

Statistical analysis was performed using R software (version 4.2). A *p* < 0.05 was defined as a measure of statistical significance. The log‐rank test and Wilcoxon rank‐sum test were utilized to generate the Kaplan–Meier curves and assess differences between two groups, respectively. The *χ* ^2^ test was utilized to examine the differences between two categorical variables.

## 3 RESULTS

### 3.1 High rate of lactate production is a hallmark of TNBC

This study consisted of three main parts as follows: (1) Generating the 14‐LRG signature; (2) Characterizing the 14‐LRG signature; and (3) Constructing a consensus subtyping and risk evaluation system based on the 14‐LRG signature (Figure 1).

**Figure 1:**
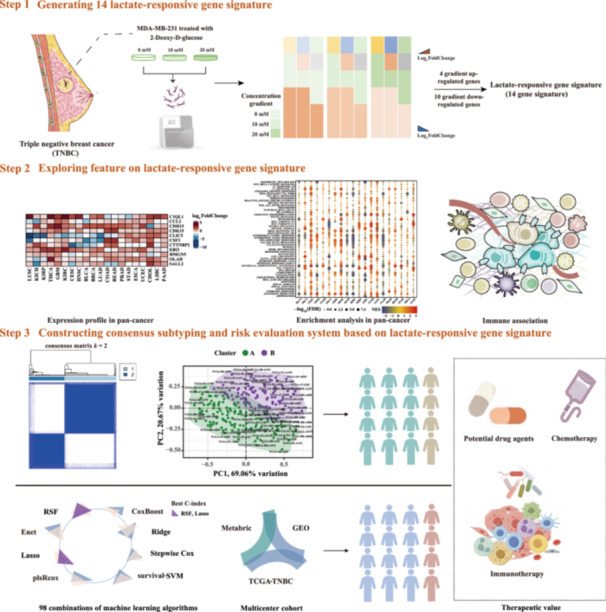
Schematic illustration of the study workflow. GEO, Gene Expression Omnibus; RSF, random survival forest; TCGA, The Cancer Genome Atlas; TNBC, triple negative breast cancer.

We began by exploring the lactate level based on the three key enzyme nodes in the glycolysis process (Figure 2g). We found that lactate levels gradually increased in the MCF‐7, MDA‐MB‐231, MDA‐MB‐468, and 4T1 cell lines relative to those of the non‐BC cell line MCF‐10A (Figure 2h). Moreover, the change in lactate level affected the proliferation of MDA‐MB‐231 cells (Figure 2i). These findings suggested that the high level of lactate was a prominent feature of TNBC cell lines and a factor promoting TNBC progression. We next used TCGA BC data set to determine the expression of SLC2A1 and LDHA, which is indirectly associated with changes in lactate levels. The above results confirmed that genes associated with lactate metabolism (e.g., *SLC2A1* and *LDHA*) were significantly upregulated in TNBC versus other BC subtypes (Figure 2j,k).

**Figure 2:**
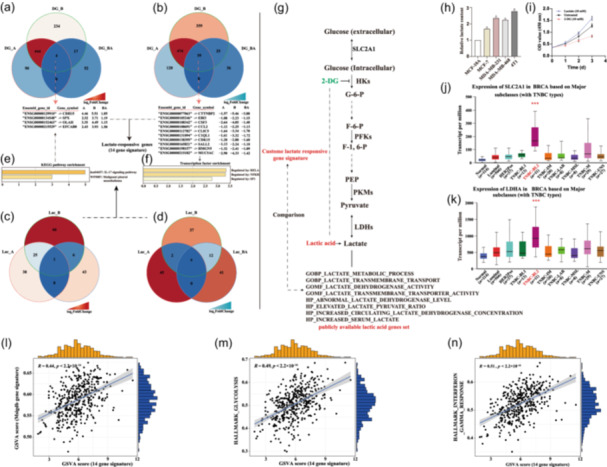
High rate of lactate production is a hallmark of triple‐negative breast cancer (TNBC). Venn diagram of the common upregulated (a) and downregulated (b) differentially expressed genes (DEGs) in MDA‐MB‐231 cells exposed to different concentrations of 2‐deoxy‐d‐glucose (2‐DG). Venn plot of the common upregulated (c) and downregulated (d) DEGs in MDA‐MB‐231 cells exposed to different concentrations of l‐lactate. (e, f) Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment and transcription factor analyses of the DEGs. (g) Schematic representation of the lactate synthesis pathway. (h) Levels of lactate in different BC cell lines. (i) Cell Counting Kit‐8 (CCK‐8) assessment of MDA‐MB‐231 cell growth following exposure to 2‐DG or l‐lactate. (j, k) Expression levels of glucose transporter and lactate dehydrogenase in different subtypes of BC. (l–n) Correlations between the 14 lactate‐responsive genes (LRGs) and the Molecular Signatures Database (MsigDB) lactate and cancer hallmark gene sets.

We next performed RNA‐seq of the 2‐DG‐ and lactate‐treated MDA‐MB‐231 cells, and showed that 14 genes (i.e., *CDH15*, *SPX*, *OLAH*, *EFCAB8*, *CTTNBP2*, *EBI3*, *CSF3*, *CCL2*, *CLIC5*, *C1QL1*, *CDK15*, *SALL2*, *HMGN5*, and *MUC5A*C) were differentially expressed between the two conditions (Figure 2a–d). 

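RNA from MDA-MB-231 cells, an established human TNBC cell line, was sequenced after 24 h in phosphate-buffered saline (control), 10 mM 2-DG or 20 mM 2-DG, with 3 libraries per condition. 2-DG is a glucose analogue that is taken up like glucose and blocks glycolysis. The lactate-treated cells are not analysed here. The authors deposited FPKM values (counts scaled by gene length and by the total of the library), listed by Ensembl gene. FPKM values of a gene are whole multiples of the value of 1 read, so the total counted on genes in each library could be recovered from them, although whether the authors counted reads or fragments is not known. The totals ranged from 34300991 to 36650036 in the control (median 35517179), from 34374980 to 40843638 at 10 mM 2-DG (median 35138071) and from 30974968 to 39780925 at 20 mM 2-DG (median 33060480). Whole reads came out for 32805 of the 32806 genes with a value above 0. The differential analysis used limma's moderated test on log2(FPKM + 1), with a trend of the variance on the mean and all 9 libraries in one fit. It covered the 16571 genes with at least 10 reads, at the median depth, in at least 3 libraries and at least 15 reads in all. A gene was called a DEG at an unadjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds in the methods of the paper. The pseudocount of 1 understates the change of genes at low FPKM, so log2 ratios of the mean FPKM are also given for the LRGs.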

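At 10 mM 2-DG, 96 genes were called higher and 192 lower than in the control. At 20 mM 2-DG, 160 genes were called higher and 324 lower. Of these, 91 genes were higher and 183 lower at both doses, and 0 moved in opposite directions. Between 20 mM and 10 mM 2-DG, 1 gene was called higher, a Y_RNA gene named here after its values were seen (log2 fold change 1.21, adjusted p = 0.524 from limma's test), and 0 lower. In that comparison 1139 of the 16571 genes had an unadjusted p under 0.05 in limma's test and 0 had a Benjamini-Hochberg adjusted p under 0.05, against 4913 genes for 10 mM and 6123 genes for 20 mM 2-DG against the control. Across genes, which are not independent replicates, the log2 fold changes of the 2 doses against the shared control had a Pearson correlation of 0.95 and a Spearman correlation of 0.93, where simulated unchanged groups against the same control gave a mean Pearson correlation of 0.50. With limma-voom on the recovered reads, an alternative chosen after seeing the data, more genes were called in each comparison and direction. At 20 mM 2-DG against the control it called 927 genes higher and 1193 lower, and with median-ratio factors added 1033 higher and 1080 lower.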

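The 14 LRGs had low values in these libraries. For 13 of the 14 the mean FPKM over the 9 libraries was under 1, and the highest mean, that of CSF3, was 4.01. The log2 ratio of mean FPKM between 20 mM 2-DG and the control lay between 3.64 and 5.43 for the 4 higher genes (CDH15, SPX, OLAH and EFCAB8), and the other 10 genes were lower, down to -5.57 for CTTNBP2. Between 10 mM 2-DG and the control it lay between 2.40 and 4.40 for the 4 genes and between -2.95 and -1.14 for the 10. Between 20 mM and 10 mM 2-DG the ratio lay between 1.03 and 1.46 for the same 4 genes. For the same 10 it lay between -3.95 and -1.12. The libraries of these doses did not overlap for 9 of the 14 genes. CCL2, HMGN5 and SALL2, each at -1.12, were among the genes that overlapped. The size of their fall between the doses is therefore uncertain. CDH15 rose from 0.0101 ± 0.00354 FPKM (SD, n = 3) in the control to 0.214 ± 0.0241 (SD, n = 3) at 10 mM and 0.437 ± 0.0241 (SD, n = 3) at 20 mM 2-DG, which correspond to 5, 109 and 210 recovered reads in all. CSF3, which encodes a granulocyte growth factor, fell from 9.93 ± 0.709 FPKM (SD, n = 3) to 1.53 ± 0.249 (SD, n = 3) and 0.572 ± 0.0799 (SD, n = 3). CTTNBP2 had 51 reads in the control, 17 at 10 mM and 1 at 20 mM 2-DG, so that the log2 ratio of its summed reads of -5.64 between 20 mM 2-DG and the control had a 95% counting interval from -10.97 to -3.09. The exact binomial interval covers counting error only.
For CCL2 the 10 mM library with 51 reads lay within the control range of 45 to 69 reads, and the other 10 mM libraries had 10 and 20. SPX in the control rested on 7, 2 and 2 reads, and without the first control library its log2 ratio at 20 mM 2-DG was 4.51 in place of 3.64. On the log2(FPKM + 1) scale, the Benjamini-Hochberg adjusted p of limma's test over all genes was under 0.05 for 11 of the 14 genes at 10 mM and for 14 at 20 mM 2-DG against the control, and for 0 of the 14 between the doses, where 6 had an unadjusted p under 0.05. Adjusted over the list alone, these numbers were 13, 14 and 6. The paper chose the genes at least in part on these samples, so none of these p values is independent evidence. With the fold-change threshold, 0 of the 14 genes were called in all 3 comparisons. A gene under 1 FPKM in both groups cannot pass that threshold with a pseudocount of 1. Between the doses this held for every LRG but CSF3 and OLAH, so the 0 says nothing about the others. With limma-voom on the recovered reads 11 of the 14 were called in all 3 comparisons, and C1QL1, CCL2 and HMGN5 were not. Without 1 of the 9 libraries, from 8 to 10 were called. The paper cites Fig. 2a–d for these genes, which includes the lactate-treated cells, and the legend of Fig. 2a,b describes the DEGs common to the 2-DG concentrations.

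**Figure D1:**
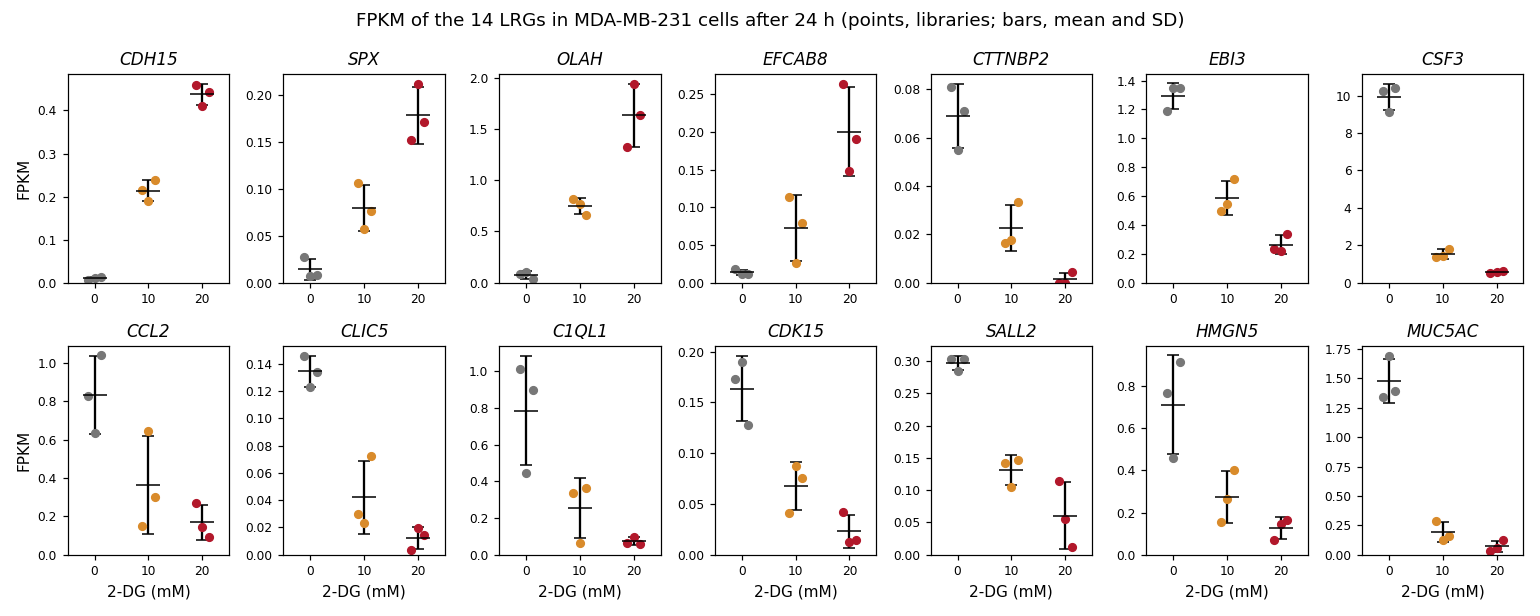
FPKM (vertical axis, a separate scale for each gene) of the 14 LRGs against the 2-DG dose in mM (horizontal axis), with a point for each library and the mean and SD of the 3 libraries of each dose. CDH15, SPX, OLAH and EFCAB8 rise with the dose and the other 10 genes fall, with most values under 1 FPKM.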

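The files list the genes by Ensembl identifier without a genome build. Positions were therefore taken by identifier from the GENCODE release 29 annotation of GRCh38, which does not appear to be the authors' annotation. The lengths found in recovering the reads of CLIC5, C1QL1 and EFCAB8 were 10432, 1527 and 4772 bases. Their exons in GENCODE cover fewer, 9395, 1295 and 4536, while CSF3 and MUC5AC had the same length in both. The positions and shared bases given here can thus differ from the gene models that were counted. All 14 LRGs are protein-coding in GENCODE release 29. CDH15 (ENSG00000129910), which encodes a cadherin, lies on chromosome 16 from 89171767 to 89195492 on the plus strand. On chromosome 12, SPX (ENSG00000134548), the gene of the peptide hormone spexin, spans 21526307 to 21541249 on the plus strand. OLAH (ENSG00000152463), which encodes a fatty acid thioesterase, lies on chromosome 10 from 15032227 to 15073852 on the plus strand. On chromosome 20, EFCAB8 (ENSG00000215529), the gene of an EF-hand protein, spans 32858923 to 32961609 on the plus strand. CTTNBP2 (ENSG00000077063), which encodes a cortactin-binding protein, lies on chromosome 7 from 117710651 to 117874139 on the minus strand. On chromosome 19, EBI3 (ENSG00000105246), the gene of a cytokine subunit, spans 4229498 to 4237531 on the plus strand. CSF3 (ENSG00000108342), which encodes a granulocyte growth factor, lies on chromosome 17 from 40015361 to 40017813 on the plus strand. On chromosome 17, CCL2 (ENSG00000108691), the gene of a monocyte chemokine, spans 34255218 to 34257203 on the plus strand. CLIC5 (ENSG00000112782), which encodes an intracellular chloride channel protein, lies on chromosome 6 from 45880827 to 46080348 on the minus strand. On chromosome 17, C1QL1 (ENSG00000131094), the gene of a complement-related secreted protein, spans 44959693 to 44968071 on the minus strand. CDK15 (ENSG00000138395), which encodes a cyclin-dependent kinase, lies on chromosome 2 from 201790461 to 201895550 on the plus strand. On chromosome 14, SALL2 (ENSG00000165821), the gene of a zinc finger transcription factor, spans 21521081 to 21537216 on the minus strand. HMGN5 (ENSG00000198157), which encodes a nucleosome-binding protein, lies on chromosome X from 81113701 to 81201942 on the minus strand. On chromosome 11, MUC5AC (ENSG00000215182), the gene of a gel-forming mucin, spans 1157953 to 1201138 on the plus strand. Exons of SPX share the same 375 bases with GYS2 and AC010197.2, those of CTTNBP2 51 bases with CFTR and those of SALL2 472 bases with AL161747.2, each on the opposite strand. The paper's text does not say whether the counting used the strand, so the values of these 3 genes are uncertain to that extent.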

The enrichment analysis revealed that the DEGs were mainly enriched in the interleukin‐17 (IL‐17) signaling pathway and malignant pleural mesothelioma. These genes were controlled by the transcription factors RELA, NFKB1, and SP1 (Figure 2e,f). 

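The overlap of called genes with IL-17 signaling was computed with a list of the pathway's genes written from general knowledge, so its members can differ from those of the KEGG release the paper used. Of the 14 LRGs, CCL2, CSF3 and MUC5AC were on the list, 3 of 14 against 83 of the 32590 gene names with a value above 0 (one-sided Fisher's exact test, p = 5.68e-06, adjusted p = 3.98e-05 over the 7 overlaps tested). The LRGs rest on the choice of genes by the paper, while the following overlaps rest on the calls made on log2(FPKM + 1). Among the 192 genes called lower at 10 mM 2-DG, 6 of the 71 list genes tested were found (CSF2, CSF3, CXCL1, IL1B, IL6 and MUC5AC; one-sided Fisher's exact test, p = 0.000172, adjusted p = 0.000601). At 20 mM 2-DG, 7 were found among the 324 lower genes, the same 6 and CXCL8 (p = 0.000467, adjusted p = 0.00109, same exact test). Among the higher genes, 2 list genes were found at 10 mM (HSP90B1 and MMP1; exact p = 0.0638, adjusted p = 0.0894) and 3 at 20 mM 2-DG (CXCL3, HSP90B1 and MMP1; exact p = 0.0313, adjusted p = 0.0549). On the recovered reads, where more genes are called, the overlap with the genes lower at 20 mM 2-DG was 11 (exact p = 0.0122) and that with the higher genes was 4 (exact p = 0.566). The single gene called between the doses was not on the list.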

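RELA and NFKB1 are subunits of NF-kB and SP1 is a zinc finger transcription factor. Their own transcripts changed little. RELA was at 28.5 ± 1.01 FPKM (SD, n = 3) in the control and 32.0 ± 0.908 (SD, n = 3) at 20 mM 2-DG, a log2 fold change of 0.16 (adjusted p = 0.0313 from limma's test with Benjamini-Hochberg adjustment). NFKB1 had a log2 fold change of -0.09 (adjusted p = 0.310, same limma test) and SP1 one of 0.21 (adjusted p = 0.334, same limma test) at that dose. A list of 45 NF-kB target genes, written from general knowledge, had a median log2 fold change of -0.31 at 10 mM and -0.57 at 20 mM 2-DG against the control, and of -0.18 between the doses. The adjusted p of limma's camera test with a preset correlation, over 21 tests of 7 lists in 3 comparisons, was 3.44e-07, 3.01e-09 and 2.15e-11, and all 3 stayed under 0.05 with fry and with an estimated correlation. At 20 mM 2-DG, 7 of the 45 genes were higher than in the control. CCL2, CSF3 and EBI3 of the 14 LRGs were on this list. No list of SP1 targets was tested.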

To demonstrate the robustness of the gene set, we performed a correlation analysis between the 14‐LRG signature and the MsigDB lactate (Figure 2l) and cancer hallmark (Figure 2m,n) gene sets. We found that the LRGs identified primarily participated in immune regulation. This result prompted us to next investigate how lactate levels modulated the immune response.

### 3.2 The expression of most LRGs was dysregulated in TNBC and significantly associated with pan‐cancer

We next determined how the expression of the 14 LRGs differed between pan‐cancer and para‐cancer tissues. We found that *C1QL1*, *CCL2*, *CDH15*, *CDK15*, *EBI3*, *HMGN5*, *OLAH*, and *SALL2* were upregulated in TCGA BC, whereas *CLIC5*, *CSF3*, and *CTTNBP2* were downregulated (Figure 3a). We utilized the GSVA to calculate the gene set scores, before examining the differential expression of the genes of interested between pan‐cancer and the corresponding adjacent tissues.

**Figure 3:**
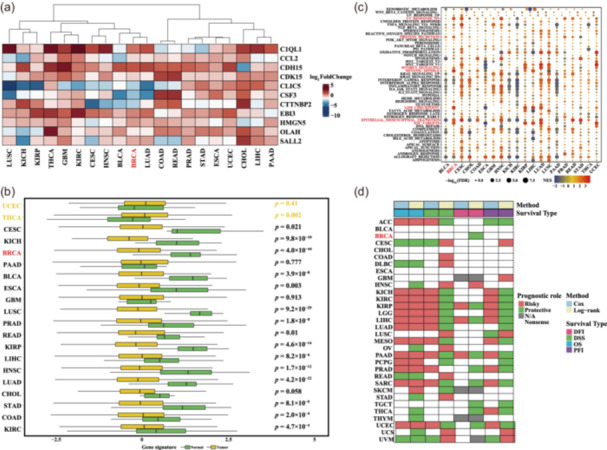
Expression of most lactate‐responsive genes (LRGs) was dysregulated and significantly associated with pan‐cancer. (a) Differential expression of LRGs in pan‐cancer and adjacent tissues. (b) The LRG lactate scores in pan‐cancer and adjacent tissues. (c) Enrichment of lactate score in 50 cancer hallmark gene sets. (d) Association between lactate score and pan‐cancer prognosis.

We found that the lactate scores of the neighboring tissues were considerably higher than those of the cancerous tissues (Figure 3b). Next, we calculated the median lactate score and obtained the MSigDB cancer hallmark data set for GSEA analysis. We found that the UV_RESPONSE_DN genes were significantly upregulated in BC (Figure 3c). Notably, an inverse relationship was observed between lactate score and the prognostic risk index (Figure 3d). Further analysis revealed that the majority of the LRGs exhibited abnormal expression patterns and were linked to malignant biological activities such as excessive cellular growth and the epithelial‐mesenchymal transition. However, unexpectedly, the LRG signature was associated with a better prognosis. The mechanism underlying these findings requires further elucidation.

### 3.3 LRGs categorized TNBC into two distinct subtypes

We next demonstrated the classification value of LRGs. Using data from TCGA and METABRIC data sets, we showed that the LRGs segregated the TNBC into two subtypes (A and B) (Figure 4a,b). Principal component analysis was then used to verify the subtyping accuracy (Figure 4c,d).

**Figure 4:**
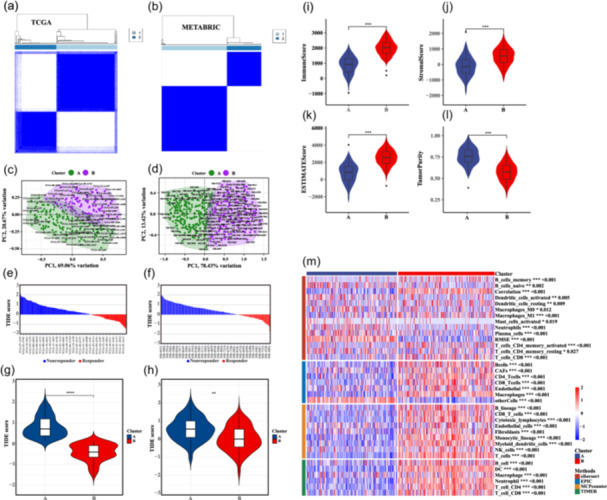
Lactate‐responsive genes (LRGs) categorized triple‐negative breast cancer (TNBC) into two subtypes. TNBC subtype analysis was based on the expression of LRGs in two data sets: The Cancer Genome Atlas (TCGA) (a) and Molecular Taxonomy of Breast Cancer International Consortium (METABRIC) (b). Principal component analysis was used to verify the accuracy TCGA (c) and METABRIC (d) data set typing. (e–h) The tumor immune dysfunction and exclusion (TIDE) algorithm was used on TCGA and METABRIC data sets to explore the responsiveness of TNBC subtypes to immunotherapy. (i–l) Tumor immune purity scores of the two TNBC subtypes. (m) cibersort, TIMER, MCPcounter, and EPIC were used to identify differences in the infiltrating immune cells between the two TNBC subtypes. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.﻿﻿﻿﻿

Next, we investigated how the expression of LRGs was associated with variations in immune response. To this end, the immune cell score and the amount of immune cell infiltration among immune subtypes were calculated by ssGSEA. We obtained a total of 28 immune gene sets. The immune infiltration score differed significantly between the quiescent and mixed immune subtypes, with the latter subtype being more enriched in activated immune cells (Figure 4d). TIDE was the used to evaluate the responsiveness of the TNBC subtypes to immunotherapy. The data revealed that Subtype B had a lower TIDE score than Subtype A, indicating that immunotherapy may be more effective against Subtype B (Figure 4e–h). A greater ImmuneScore or StromalScore indicates a higher percentage of immune or stromal elements in the TME, respectively. In addition, we noticed that Subtype B had a significantly higher ImmuneScore, StromalScore, and ESTIMATEScore, and lower TumorPurity (Figure 4i–l). Next, we employed various techniques, such as cibersort, EPIC, MCPcounter, and TIMER, to characterize the tumor‐infiltrating immune cells. As anticipated, TNBC Subtype B was associated with higher numbers of infiltrating anticancer immune cells (including CD8^+^ T cells, activated CD4^+^ memory T cells, and memory B cells) than Subtype A (Figure 4m).

We next utilized the WGCNA to identify modules enriched in the TNBC subtypes; the sample dendrogram and soft threshold are shown in Figure 5a–c. We determined that the co‐expression network contained 12 modules. The Magenta and Brown modules were significantly negatively and positively correlated with the B module, respectively (Figure 5c). Mammary gland formation (GO:0060592), SLC‐mediated transmembrane transport (R‐HSA‐425407), and the Wnt signaling pathway (hsa04310) were negatively correlated with the B module (Figure 5d), whereas regulation of leukocyte activation (GO:0002694) and leukocyte activation (GO:0045321) were positively correlated with the B module (Figure 5e).

**Figure 5:**
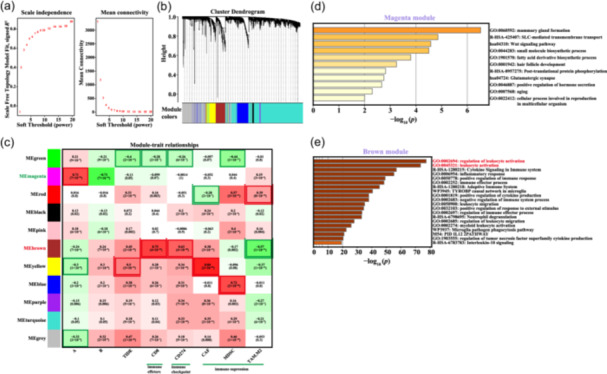
Correlation and enrichment analyses of the two triple‐negative breast cancer (TNBC) subtypes using the weighted gene co‐expression network analysis (WGCNA) method. (a) Determination of soft‐thresholding power in the WGCNA. (b) WGCNA dendrogram and gene modules selected. (c) Heatmap showing the correlation of WGCNA module with TNBC subtype. (d, e) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and Gene Ontology (GO) enrichment analyses of WGCNA modules.

### 3.4 LRGs are good risk predictors for TNBC

An integrative machine learning procedure was next used to create a risk prediction system for immune suppression and activation based on the expression profiles of the 14 LRGs. We fitted eight types of prediction model to the TCGA‐TNBC training data set, before calculating the C‐index across all validation data sets. Notably, RSF and Lasso emerged as the most effective models, with the highest average C‐indexes (Figure 6a). The minimum value of the partial likelihood deviance was reached (Figure 6b), indicating the optimal *λ* in the Lasso regression.

**Figure 6:**
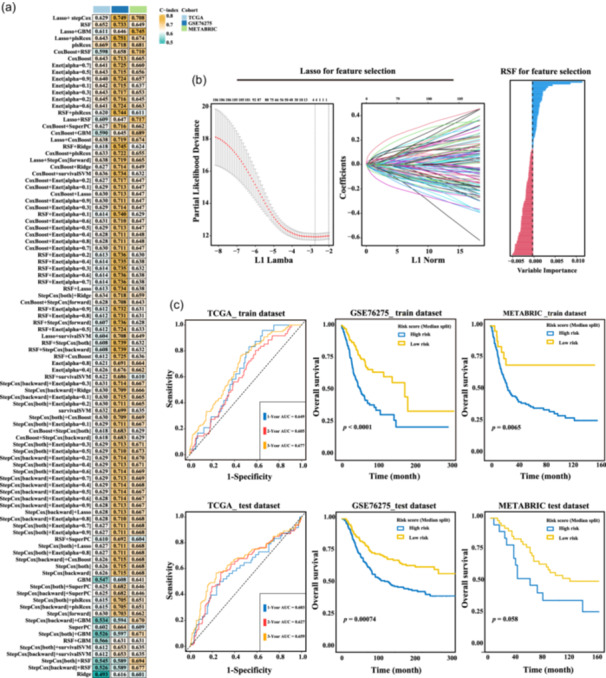
Lactate‐responsive genes (LRGs) serve as reliable predictors for the risk of triple‐negative breast cancer (TNBC). (a) A total of 98 prediction models were used in the LOOCV framework; each model's C‐index was then computed across all validation data sets. (b) In The Cancer Genome Atlas (TCGA)‐TNBC cohort, the optimal *λ* was determined by finding the minimum value of the partial likelihood deviance, which was then used to generate Lasso coefficients and random survival forest (RSF) for the most valuable prognostic genes. (c) Kaplan–Meier plots displaying OS in the TCGA‐TNBC, Molecular Taxonomy of Breast Cancer International Consortium (METABRIC), and GSE76275 data sets, calculated using the risk model.

The “Survminer” R package determined the optimal cut‐off value and assigned all patients to the high‐ or low‐risk groups. Patients classified as high‐risk had a considerably shorter OS compared with the low‐risk patients in both TCGA‐TNBC training and validation data sets (Figure 6c). Moreover, an assessment of the risk level for every individual was conducted by evaluating the expression of six genes through the application of regression coefficients in a Cox model (Figure 7c–d).

**Figure 7:**
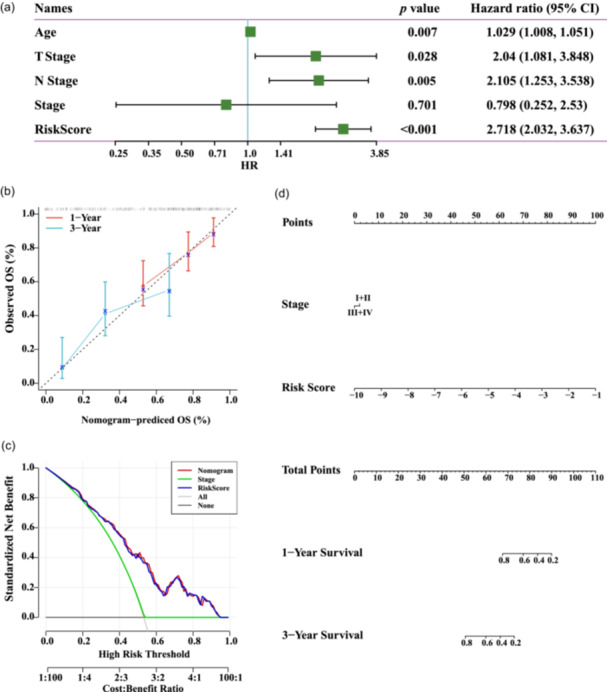
Risk score model demonstrates strong prognostic ability. (a) Cox regression was performed to analyze the impact of age, T stage, N stage, and risk score in The Cancer Genome Atlas (TCGA)‐triple‐negative breast cancer (TNBC) cohort. (b) The precision of prognostic prediction was evaluated using calibration curves. (c) The nomogram was subjected to decision curve analysis. (d) A risk‐score‐based nomogram for TNBC patients.

To differentiate the high‐ and low‐risk groups on the basis of immune cell infiltration, we conducted differential and correlation analyses of the immune cell and immune score parameters (Figure 8a–d). We found notable variations in immune infiltration score between the two risk categories. For instance, the high‐risk group exhibited a considerably greater abundance of M2 macrophages than the low‐risk group (Figure 8a–d), whereas the low‐risk group exhibited a higher abundance of activated B cells than the high‐risk group (Figure 8c). The TIDE algorithm was used to show that myeloid‐derived suppressor cell (MDSC) numbers and TIDE scores were elevated in the high‐risk group versus low‐risk group (Figure 8d). This may seem contradictory and reflects the multifaceted nature of immune regulation.

**Figure 8:**
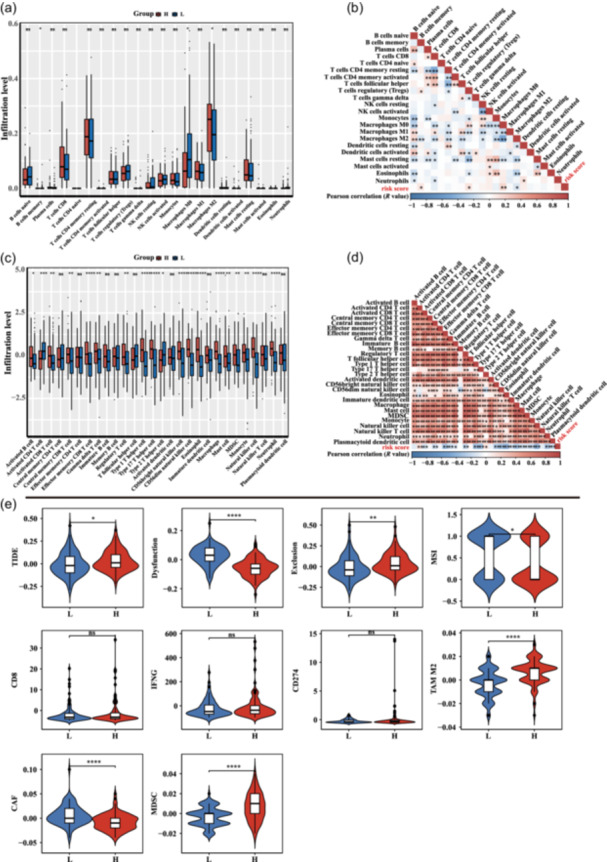
Differential immune response between high‐ and low‐risk groups. (a, c) Variation in the proportion of immune cells between high‐ and low‐risk groups. (b, d) The association between risk score and immune cell fraction. (e) Variation in immune prediction response between the two groups. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To explain the conflicting phenomenon described above, we next interrogated the immunotherapy data sets from the KEYNOTE‐052 (pembrolizumab), IMvigor210 (atezolizumab), and CheckMate 275 (nivolumab) trials. Our results confirmed the possible connection between molecular subtypes and the response to immune checkpoint inhibitors. Moreover, we found that individuals belonging to the low‐risk category exhibited a greater median survival duration and a more favorable outlook compared with those in the high‐risk score category (Figure 9a,d–f). In addition, the low‐risk score group had a higher proportion of patients with a partial response or complete response, while the high‐risk score group had a higher proportion of patients with stable disease of progressive disease (Figure 9b,c,g,h). These results validated the prognostic value of LRGs in the clinical immunotherapy data sets.

**Figure 9:**
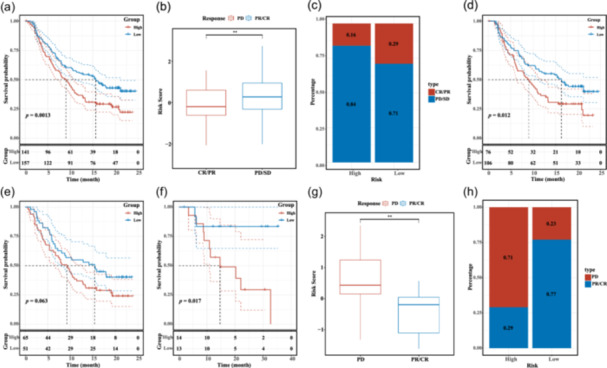
Immunotherapy response between high‐ and low‐risk groups based on GSE78220, IMvigor210. (a, d–f) Relationship between survival and risk score or prognosis. (b, c, g, h) Correlation between risk score and response to immunotherapy. **p < 0.01.

### 3.5 Lactate affects the sensitivity of multiple drugs

We next used DREIMT to determine the interactions between lactate and multiple pharmaceutical drugs. The results showed that the inhibitors of (cyclin‐dependent kinase) CDK, tyrosine kinase, topoisomerase, and the nuclear factor‐κB (NF‐κB) pathway interacted significantly with lactate. To further explore the association between LRGs and the drug sensitivity of TNBC, we obtained sensitivity data for TNBC neoadjuvant or adjuvant therapy drugs commonly used in clinical treatment from the CellMiner database [38]. We found that the LRGs negatively correlated with the sensitivity of TNBC to drugs such as anthracyclines, taxanes, and microtubule inhibitors, which are commonly used in clinical practice; moreover, significant statistical differences were observed between the high‐ and low‐risk groups (Figure 10c). These findings could potentially serve as a valuable resource for the development of personalized treatment plans.

**Figure 10:**
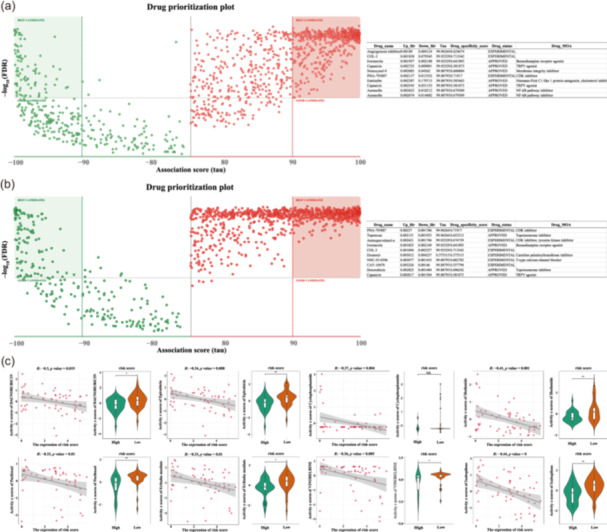
Association between lactate and various therapeutic agents. (a, b) Relationship between lactate and various therapeutic agent based on the expression profile similarity score; drug data were derived from the DREIMT database. (c) Analysis of the relationship between different groups (high‐ or low‐risk group) and drugs commonly used the clinical. *p < 0.05, **p < 0.01.

## 4 DISCUSSION

TNBC is a global public health problem, and early diagnosis and treatment are crucial for improving patient prognosis [39]. Our study suggested that targeting LRGs may have potential advantages in the treatment of TNBC.

The lactate generated through the aerobic glycolysis of tumors has a wide‐ranging effect on the energy metabolism of tumors and the function and composition of immune cells in the TME [40, 41]. Unlike melanoma and lung cancer, TNBC is not overly responsive to immunotherapy and is typically still treated using chemotherapy [42]. This can be explained by the fact that TNBC has a higher tumor mutational burden and a more immunosuppressive TME than these other BC subtypes [43]. Encouragingly, we found that genes associated with IL‐17 signaling were significant enriched in the MDA‐MB‐231 cells treated with 2‐DG. 

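In the 2-DG-treated MDA-MB-231 cells, the median log2 fold change of the 71 tested genes of the IL-17 signaling list was -0.10 at 10 mM and -0.16 at 20 mM 2-DG against the control, and -0.04 between the doses, with adjusted p of 0.0393, 0.0110 and 0.00430 from limma's camera test. All 3 hold under fry. With an estimated correlation, the 10 mM value does not (adjusted p = 0.0847), and the other two do. At 20 mM 2-DG 22 of the 71 genes were higher than in the control. Without the 16 genes that are also on the list of NF-kB targets, the other 55 had medians of -0.06 at 10 mM and -0.09 at 20 mM 2-DG against the control, and the adjusted p of camera lay between 0.665 and 0.772 in the 3 comparisons. For the 18 tested genes that the pathway induces, the medians were -0.62, -0.79 and -0.23, and 4 of the 18 were higher at 20 mM 2-DG. IL6 fell from 48.5 ± 2.81 FPKM (SD, n = 3) in the control to 8.22 ± 0.786 (SD, n = 3) at 20 mM 2-DG, and CSF2 from 372 ± 31.0 (SD, n = 3) to 68.3 ± 4.60 (SD, n = 3). CXCL1 fell from 72.3 ± 3.65 FPKM (SD, n = 3) to 12.2 ± 0.782 (SD, n = 3). MMP1 went the other way, from 10.3 ± 0.929 (SD, n = 3) to 53.6 ± 2.70 (SD, n = 3). Each of these changes exceeded the spread between the libraries, with log2 fold changes on log2(FPKM + 1) of -2.43, -2.43, -2.47 and 2.27 and adjusted p of 1.46e-07, 5.00e-07, 7.45e-07 and 1.40e-07 from limma's test. The paper states that genes associated with IL-17 signaling were enriched in the treated cells. Its enrichment analysis was of DEGs and its text gives no direction of change for the pathway. The falls seen here therefore do not speak against that statement.

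**Figure D2:**
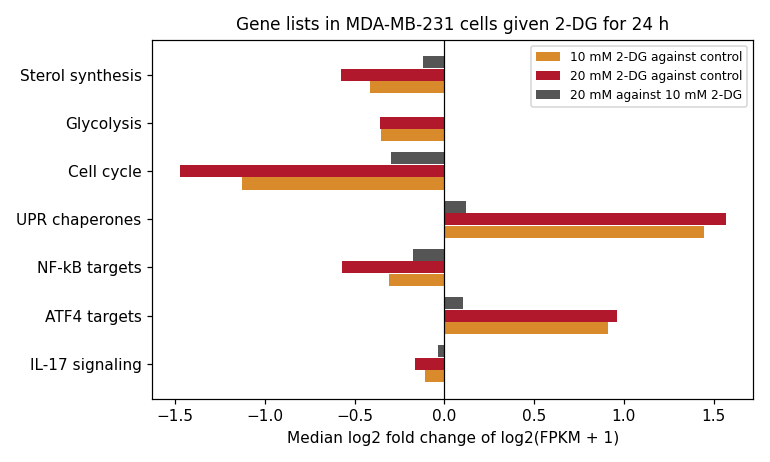
Median log2 fold change of log2(FPKM + 1) (horizontal axis) of 7 gene lists (vertical axis) for 10 mM and 20 mM 2-DG against the control and for 20 mM against 10 mM. The IL-17 signaling list lies at -0.10, -0.16 and -0.04 and the NF-kB target list further below 0.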

Given that IL‐17 is predominantly expressed by Th17 cells, we next focused on how lactate levels altered Th17 cell dynamics in TNBC.

We therefore classified TNBC cells based on their LRG signatures and found that TNBC could be divided into two subtypes on this basis. Interestingly, we found that the two TNBC subtypes had different immune tumor environments. Subtype B was characterized by high numbers of cancer‐suppressing immune cells (e.g., activated CD8^+^ and CD4^+^ T cells), whereas Subtype A was enriched in cancer‐promoting immune cells (e.g., MDSCs and regulatory T cells [Tregs]). We next created a risk scoring system for TNBC based on the two LRG signatures. MDSCs and Tregs were enriched in the high‐risk group of TNBC patients, whereas activated CD8^+^ and CD4^+^ T cells were enriched in the low‐risk group. The fact that the LRG signatures could be used to predict the prognosis of patients with TNBC and provide an indication of their TME suggested that it could also potentially be used to predict their response to immunotherapy.

We next used the DREIMT database to obtain a list of lactate‐related therapeutic targets in TNBC based on the principle of expression profile similarity. The results suggested that certain therapeutic agents, such as CDK, tyrosine kinase, topoisomerase, and NF‐κB pathway inhibitors could potentially be used to treat TNBC patients with high lactate levels.

This study has several limitations. As this study relied solely on the analysis of bioinformatics data sets, our findings will need to be validated using functional experiments. Moreover, given that our analysis was retrospective and based on public databases, future prospective studies should be conducted to explore the mechanisms underlying lactate metabolism in TNBC and evaluate the predictive effectiveness of our risk score model.

## 5 CONCLUSIONS

We discovered 14 LRGs, which could be used to categorize patients with TNBC into high‐risk and low‐risk groups, with unique immune TME characteristics. Additionally, this LRG signature was used to develop a prognostic index, which could potentially be used to predict the response of a patient with TNBC to immunotherapy. Collectively, our findings may help implement personalized treatments for patients with TNBC.

## AUTHOR CONTRIBUTIONS

**Kaixiang Feng** and **Youcheng Shao**: Conceptualization (lead); methodology (equal); formal analysis (equal); visualization (equal); writing (lead). **Jun Li**: Data curation (equal). **Xiaoqing Guan**: Conceptualization (equal); methodology (equal). **Qin Liu**: Methodology (equal). **Meishun Hu**: Software (equal); visualization (equal). **Mengfei Chu**: Data curation (equal). **Hui Li**: Data curation (equal). **Fangfang Chen**: Supervision (equal); validation (equal). **Zongbi Yi**: Conceptualization (equal); funding acquisition (lead); supervision (equal); validation (equal). **Jingwei Zhang**: Funding acquisition (lead); supervision (equal); validation (equal).

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## ETHICS STATEMENT

Not applicable.

## INFORMED CONSENT

Not applicable.

## Supporting information

Supporting Information

## Data Availability

The raw data sets used in this study can be obtained from TCGA, METABRIC, and GEO. Raw RNA‐seq data were uploaded onto GEO (ID: GSE246022).

## References

[1] Siegel RL , Giaquinto AN , Jemal A . Cancer statistics, 2024. CA Cancer J Clin. 2024;74(1):12–49. 10.3322/caac.21820 38230766

[2] Bianchini G , Balko JM , Mayer IA , Sanders ME , Gianni L . Triple‐negative breast cancer: challenges and opportunities of a heterogeneous disease. Nat Rev Clin Oncol. 2016;13(11):674–690. 10.1038/nrclinonc.2016.66 27184417 PMC5461122

[3] Leon‐Ferre RA , Goetz MP . Advances in systemic therapies for triple negative breast cancer. BMJ. 2023;381:e071674. 10.1136/bmj-2022-071674 37253507

[4] Bianchini G , De Angelis C , Licata L , Gianni L . Treatment landscape of triple‐negative breast cancer‐expanded options, evolving needs. Nat Rev Clin Oncol. 2022;19(2):91–113. 10.1038/s41571-021-00565-2 34754128

[5] Jézéquel P , Loussouarn D , Guérin‐Charbonnel C , Campion L , Vanier A , Gouraud W , et al. Gene‐expression molecular subtyping of triple‐negative breast cancer tumours: importance of immune response. Breast Cancer Res. 2015;17(1):43. 10.1186/s13058-015-0550-y 25887482 PMC4389408

[6] Rosario SR , Long MD , Affronti HC , Rowsam AM , Eng KH , Smiraglia DJ . Pan‐cancer analysis of transcriptional metabolic dysregulation using The Cancer Genome Atlas. Nat Commun. 2018;9:5330. 10.1038/s41467-018-07232-8 30552315 PMC6294258

[7] Gong Y , Ji P , Yang YS , Xie S , Yu TJ , Xiao Y , et al. Metabolic‐pathway‐based subtyping of triple‐negative breast cancer reveals potential therapeutic targets. Cell Metab. 2021;33(1):51–64.e9. 10.1016/j.cmet.2020.10.012 33181091

[8] Ghergurovich JM , Lang JD , Levin MK , Briones N , Facista SJ , Mueller C , et al. Local production of lactate, ribose phosphate, and amino acids by human triple‐negative breast cancer. Med. 2021;2(6):736–754.e6. 10.1016/j.medj.2021.03.009 34223403 PMC8248508

[9] Kanaan YM , Sampey BP , Beyene D , Esnakula AK , Naab TJ , Ricks‐Santi LJ , et al. Metabolic profile of triple‐negative breast cancer in African‐American women reveals potential biomarkers of aggressive disease. Cancer Genomics Proteomics. 2014;11(6):279–294.25422359

[10] WARBURG O . On the origin of cancer cells. Science. 1956;123(3191):309–314. 10.1126/science.123.3191.309 13298683

[11] Li Z , Cui J . Targeting the lactic acid metabolic pathway for antitumor therapy. Mol Ther Oncolytics. 2023;31:100740. 10.1016/j.omto.2023.100740 38033399 PMC10682057

[12] Brown TP , Bhattacharjee P , Ramachandran S , Sivaprakasam S , Ristic B , Sikder MOF , et al. The lactate receptor GPR81 promotes breast cancer growth via a paracrine mechanism involving antigen‐presenting cells in the tumor microenvironment. Oncogene. 2020;39(16):3292–3304. 10.1038/s41388-020-1216-5 32071396

[13] Chen P , Zuo H , Xiong H , Kolar MJ , Chu Q , Saghatelian A , et al. Gpr132 sensing of lactate mediates tumor‐macrophage interplay to promote breast cancer metastasis. Proc Natl Acad Sci USA. 2017;114(3):580–585. 10.1073/pnas.1614035114 28049847 PMC5255630

[14] Ge W , Meng L , Cao S , Hou C , Zhu X , Huang D , et al. The SIX1/LDHA axis promotes lactate accumulation and leads to NK cell dysfunction in pancreatic cancer. J Immunol Res. 2023;2023:1–21. 10.1155/2023/6891636 PMC1002259036937004

[15] Watson MJ , Vignali PDA , Mullett SJ , Overacre‐Delgoffe AE , Peralta RM , Grebinoski S , et al. Metabolic support of tumour‐infiltrating regulatory T cells by lactic acid. Nature. 2021;591(7851):645–651. 10.1038/s41586-020-03045-2 33589820 PMC7990682

[16] Zhang D , Tang Z , Huang H , Zhou G , Cui C , Weng Y , et al. Metabolic regulation of gene expression by histone lactylation. Nature. 2019;574(7779):575–580. 10.1038/s41586-019-1678-1 31645732 PMC6818755

[17] Gu J , Zhou J , Chen Q , Xu X , Gao J , Li X , et al. Tumor metabolite lactate promotes tumorigenesis by modulating MOESIN lactylation and enhancing TGF‐β signaling in regulatory Tcells. Cell Rep. 2022;39(12):110986. 10.1016/j.celrep.2022.110986 35732125

[18] Fan W , Wang X , Zeng S , Li N , Wang G , Li R , et al. Global lactylome reveals lactylation‐dependent mechanisms underlying T_H_17 differentiation in experimental autoimmune uveitis. Sci Adv. 2023;9(42):eadh4655. 10.1126/sciadv.adh4655 37851814 PMC10584346

[19] Colaprico A , Silva TC , Olsen C , Garofano L , Cava C , Garolini D , et al. TCGAbiolinks: an R/Bioconductor package for integrative analysis of TCGA data. Nucleic Acids Res. 2016;44(8):e71. 10.1093/nar/gkv1507 26704973 PMC4856967

[20] Gao J , Aksoy BA , Dogrusoz U , Dresdner G , Gross B , Sumer SO , et al. Integrative analysis of complex cancer genomics and clinical profiles using the cBioPortal. Sci Signal. 2013;6(269):pl1. 10.1126/scisignal.2004088 23550210 PMC4160307

[21] Barrett T , Wilhite SE , Ledoux P , Evangelista C , Kim IF , Tomashevsky M , et al. NCBI GEO: archive for functional genomics data sets−update. Nucleic Acids Res. 2013;41(D1):991–995. 10.1093/nar/gks1193 PMC353108423193258

[22] Liberzon A , Birger C , Thorvaldsdóttir H , Ghandi M , Mesirov JP , Tamayo P . The Molecular Signatures Database hallmark gene set collection. Cell Syst. 2015;1(6):417–425. 10.1016/j.cels.2015.12.004 26771021 PMC4707969

[23] Yu G , Wang LG , Han Y , He QY . clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS J Integr Biol. 2012;16(5):284–287. 10.1089/omi.2011.0118 PMC333937922455463

[24] Zhou Y , Zhou B , Pache L , Chang M , Khodabakhshi AH , Tanaseichuk O , et al. Metascape provides a biologist‐oriented resource for the analysis of systems‐level datasets. Nat Commun. 2019;10(1):1523. 10.1038/s41467-019-09234-6 30944313 PMC6447622

[25] Hänzelmann S , Castelo R , Guinney J . GSVA: gene set variation analysis for microarray and RNA‐Seq data. BMC Bioinformatics. 2013;14(1):7. 10.1186/1471-2105-14-7 23323831 PMC3618321

[26] Troulé K , López‐Fernández H , García‐Martín S , Reboiro‐Jato M , Carretero‐Puche C , Martorell‐Marugán J , et al. DREIMT: a drug repositioning database and prioritization tool for immunomodulation. Bioinformatics. 2021;37(4):578–579. 10.1093/bioinformatics/btaa727 32818254

[27] Wilkerson MD , Hayes DN . ConsensusClusterPlus: a class discovery tool with confidence assessments and item tracking. Bioinformatics. 2010;26(12):1572–1573. 10.1093/bioinformatics/btq170 20427518 PMC2881355

[28] Jiang P , Gu S , Pan D , Fu J , Sahu A , Hu X , et al. Signatures of T cell dysfunction and exclusion predict cancer immunotherapy response. Nat Med. 2018;24(10):1550–1558. 10.1038/s41591-018-0136-1 30127393 PMC6487502

[29] Mariathasan S , Turley SJ , Nickles D , Castiglioni A , Yuen K , Wang Y , et al. TGFβ attenuates tumour response to PD‐L1 blockade by contributing to exclusion of T cells. Nature. 2018;554(7693):544–548. 10.1038/nature25501 29443960 PMC6028240

[30] Hugo W , Zaretsky JM , Sun L , Song C , Moreno BH , Hu‐Lieskovan S , et al. Genomic and transcriptomic features of response to anti‐PD‐1 therapy in metastatic melanoma. Cell. 2017;168(3):542. 10.1016/j.cell.2017.01.010 28129544

[31] Li T , Fan J , Wang B , Traugh N , Chen Q , Liu JS , et al. TIMER: a web server for comprehensive analysis of tumor‐infiltrating immune cells. Cancer Res. 2017;77(21):e108–e110. 10.1158/0008-5472.CAN-17-0307 29092952 PMC6042652

[32] Becht E , Giraldo NA , Lacroix L , Buttard B , Elarouci N , Petitprez F , et al. Estimating thepopulation abundance of tissue‐infiltrating immune and stromal cell populations using gene expression. Genome Biol. 2016;17(1):218. 10.1186/s13059-016-1070-5 27765066 PMC5073889

[33] Chen B , Khodadoust MS , Liu CL , Newman AM , Alizadeh AA . Profiling tumor infiltrating immune cells with CIBERSORT. Meth Mol Biol Clifton N J. 2018;1711:243–259. 10.1007/978-1-4939-7493-1_12 PMC589518129344893

[34] Racle J , Gfeller D . EPIC: a tool to estimate the proportions of different cell types from bulk gene expression data. Meth Mol Biol Clift N J. 2020;2120:233–248. 10.1007/978-1-0716-0327-7_17 32124324

[35] Zeng D , Ye Z , Shen R , Yu G , Wu J , Xiong Y , et al. IOBR: multi‐omics immuno‐oncology biological research to decode tumor microenvironment and signatures. Front Immunol. 2021;12:687975. 10.3389/fimmu.2021.687975 34276676 PMC8283787

[36] Langfelder P , Horvath S . WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics. 2008;9(1):559. 10.1186/1471-2105-9-559 19114008 PMC2631488

[37] Liu Z , Liu L , Weng S , Guo C , Dang Q , Xu H , et al. Machine learning‐based integration develops an immune‐derived lncRNA signature for improving outcomes in colorectal cancer. Nat Commun. 2022;13:816. 10.1038/s41467-022-28421-6 35145098 PMC8831564

[38] Shankavaram UT , Varma S , Kane D , Sunshine M , Chary KK , Reinhold WC , et al. CellMiner: a relational database and query tool for the NCI‐60 cancer cell lines. BMC Genomics. 2009;10(1):277. 10.1186/1471-2164-10-277 19549304 PMC2709662

[39] Vagia E , Mahalingam D , Cristofanilli M . The landscape of targeted therapies in TNBC. Cancers. 2020;12(4):916. 10.3390/cancers12040916 32276534 PMC7226210

[40] Faubert B , Li KY , Cai L , Hensley CT , Kim J , Zacharias LG , et al. Lactate metabolism in human lung tumors. Cell. 2017;171(2):358–371.e9. 10.1016/j.cell.2017.09.019 28985563 PMC5684706

[41] Frisardi V , Canovi S , Vaccaro S , Frazzi R . The significance of microenvironmental and circulating lactate in breast cancer. Int J Mol Sci. 2023;24(20):15369. 10.3390/ijms242015369 37895048 PMC10607673

[42] Agostinetto E , Losurdo A , Nader‐Marta G , Santoro A , Punie K , Barroso R , et al. Progress and pitfalls in the use of immunotherapy for patients with triple negative breast cancer. Expert Opin Invest Drugs. 2022;31(6):567–591. 10.1080/13543784.2022.2049232 35240902

[43] He Y , Jiang Z , Chen C , Wang X . Classification of triple‐negative breast cancers based on immunogenomic profiling. J Exp Clin Cancer Res. 2018;37(1):327. 10.1186/s13046-018-1002-1 30594216 PMC6310928

# Supplementary material for: A lactate‐responsive gene signature predicts the prognosis and immunotherapeutic response of patients with triple‐negative breast cancer
**Source:** Cancer Innov. 2024 May 17;3(4):e124. doi: 10.1002/cai2.124
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary Table1 lactate metabolism-related gene sets from the Molecular Signatures Database (MsigDB)**

| **Name** | **Number** | **Description** | **Collections** | **Contributor** |
| --- | --- | --- | --- | --- |
| **GOBP_LACTATE_METABOLIC_PROCESS** | 18 | The chemical reactions and pathways involving lactate, the anion of lactic acid. [ISBN:0198547684] | C5 GO | Gene Ontology Consortium |
| **GOBP_LACTATE_TRANSMEMBRANE_TRANSPORT** | 7 | The process in which lactate is transported across a membrane. Lactate is 2-hydroxypropanoate, CH3-CHOH-COOH; L(+)-lactate is formed by anaerobic glycolysis in animal tissues, and DL-lactate is found in sour milk, molasses and certain fruit juices. [GOC:mcc, ISBN:0198506732] | C5 GO | Gene Ontology Consortium |
| **GOMF_LACTATE_DEHYDROGENASE_ACTIVITY** | 6 | Catalysis of the reaction: lactate + NAD+ = H+ + NADH + pyruvate. [GOC:ai, GOC:bf] | C5 GO | Gene Ontology Consortium |
| **GOMF_LACTATE_TRANSMEMBRANE_TRANSPORTER_A CTIVITY** | 6 | Enables the transfer of lactate from one side of a membrane to the other. Lactate is 2-hydroxypropanoate, CH3-CHOH-COOH; L(+)-lactate is formed by anaerobic glycolysis in animal tissues, and DL-lactate is found in sour milk, molasses and certain fruit juices. [GOC:ai, ISBN:0198506732, RHEA:34987] | C5 GO | Gene Ontology Consortium |
| **HP_ABNORMAL_BRAIN_LACTATE_LEVEL_BY_MRS** | 39 | Abnormal brain lactate level by MRS | C5 | The Jackson Laboratory (JAX) |
| **HP_ABNORMAL_LACTATE_DEHYDROGENASE_LEVEL** | 91 | Abnormal lactate dehydrogenase level | C5 | The Jackson Laboratory (JAX) |
| **HP_ELEVATED_LACTATE_PYRUVATE_RATIO** | 21 | Elevated lactate:pyruvate ratio | C5 | The Jackson Laboratory (JAX) |
| **HP_INCREASED_CIRCULATING_LACTATE_DEHYDRO GENASE_CONCENTRATION** | 71 | Increased circulating lactate dehydrogenase concentration | C5 | The Jackson Laboratory (JAX) |
| **HP_INCREASED_CSF_LACTATE** | 113 | Increased CSF lactate | C5 | The Jackson Laboratory (JAX) |
| **HP_INCREASED_SERUM_LACTATE** | 219 | Increased serum lactate | C5 | The Jackson Laboratory (JAX) |
| **HP_LACTIC_ACIDOSIS** | 198 | Lactic acidosis | C5 | The Jackson Laboratory (JAX) |
| **HP_LACTICACIDURIA** | 30 | Lacticaciduria | C5 | The Jackson Laboratory (JAX) |
| **HP_SEVERE_LACTIC_ACIDOSIS** | 14 | Severe lactic acidosis | C5 | The Jackson Laboratory (JAX) |
| **KEGG_MEDICUS_REFERENCE_GLYCOLYSIS** | 25 | Pathway Definition from KEGG: Glc-6P -- GPI >> PFK >> ALDO >> GAPDH >> PGK1/2 >> (PGAM,BPGM) >> ENO1/2/3/4 >> (PKLR,PKM) >> (LDH,LDHAL6) -> Lactate | C2 CP | Kyoto Encyclopedia of Genes and Genomes |
| **WP_LACTATE_SHUTTLE_IN_GLIAL_CELLS** | 13 | Lactate shuttle in glial cells | C2 CP | WikiPathways |

**Note: we searched and filtered with “lactate”, “lactic acid” as the keyword to collect** **lactate metabolism-related gene sets from the Molecular Signatures Database (MsigDB). The red marker represent gene set including in this study; black represent gene set excluded in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

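RNA-seq of MDA-MB-231 cells was analysed for 3 conditions, control (0 mM 2-DG), 10 mM 2-DG and 20 mM 2-DG for 24 h, with 3 libraries each. The authors extracted total RNA with a Qiagen kit and sequenced it on an Illumina instrument. They deposited FPKM values, one file per library, for 61552 genes, of which 20495 carry no gene name. The paper's text and the files do not name the aligner, the counting tool, the genome build or the annotation release. The paper's DEGs were called with DESeq2, which needs counts. The lactate-treated libraries of the paper are not analysed here.

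Before the data were examined, the tests were set for counts, with limma on log2(value + 1) as the test if the files held normalized values. Since the files hold FPKM, limma 3.58.1 in R 4.3.3 was used on log2(FPKM + 1), with lmFit, contrasts between the 3 groups and eBayes with a trend, no replicate block, and Benjamini-Hochberg adjustment over the genes tested. The filter of low genes was set after the unit and the recovered reads of the 14 LRGs had been seen, all of which pass it, and before any test: at least 10 reads at the median depth in at least 3 libraries and at least 15 reads in all, which left 16571 genes. DEGs had an unadjusted p under 0.05 and an absolute log2 fold change over 1.

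Whole reads were recovered from the FPKM values. The library total that makes value times gene length a whole number was found from the exon lengths of the GENCODE release 29 annotation, and each total came out within 0.000247 of a whole number. For each gene, the smallest length that makes all 9 values whole was then searched, and a length was found for 32805 of the 32806 genes with a value above 0. The recovered reads make up between 99.8% and 99.9% of the totals. For 92.1% of the genes above 0 in all 9 libraries the 20 mM libraries alone and the other 6 alone gave the same length, and the GENCODE exon length equals the length found, or a multiple of it, for 50.9% of the genes with whole reads. On 5000 simulated genes, 99.9% had all 9 counts recovered. These were modelled on genes above 0 in all 9 libraries, so recovery for genes seen in few libraries was not tested. A common factor of the reads and the length cannot be seen, which matters for genes seen in few libraries. The totals lay between 30974968 and 40843638, so 1 read on a gene of 1 kb is worth between 0.0245 and 0.0323 FPKM. The recovered reads were used for the filter, for counting intervals (95%, exact binomial) and for limma-voom as an alternative chosen after the data were seen. They are not the authors' counts.

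Gene lists were tested with camera at a preset correlation of 0.01, beside fry and camera with an estimated correlation, and overlaps with one-sided Fisher's exact tests. The background was the gene names tested, and for the 14 LRGs all gene names with a value above 0 in any library. The 7 lists (IL-17 signaling, NF-kB targets, glycolysis and lactate, UPR chaperones, ATF4 targets, sterol synthesis and cell cycle) were written from general knowledge before the data were examined and not downloaded. Named genes were fixed by rule: the 14 LRGs, SLC2A1, LDHA, RELA, NFKB1 and SP1, per direction the 5 genes with the largest log2 fold change at 20 mM 2-DG among protein-coding genes with an adjusted p under 0.05, an average log2 CPM over 2 (from the recovered reads) and no overlap between the treated and the control libraries, and list members where a list is described.

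The limma steps were tested on simulated data for 20 mM 2-DG against control, with 200 of 16571 genes changed. The changed genes were drawn only from genes above the highest mean of the LRGs, 4.01 FPKM, and the simulated coefficient of variation was 0.1. Both limma-trend and limma-voom recovered 100% of them. limma-voom also called 86 unchanged genes and limma-trend 0. The recovery therefore says nothing about genes as low as the LRGs. At such levels the pseudocount also holds down limma-trend's calls of unchanged genes. Replicates were compared pairwise. Their Pearson correlations of log2(FPKM + 1) lay between 0.989 and 0.996, and their recovered reads differed by between 4.66 and 56.7 times the sampling variance per gene, so no 2 libraries were taken for one. The spread was unequal, from 4.66 to 6.57 at 20 mM, 14.1 to 21.5 in the control and 26.4 to 56.7 at 10 mM 2-DG. The main test used 1 variance per gene for all 9 libraries, which can be too small for 10 mM and too large for 20 mM. Fits of only the 6 libraries of each comparison called the same numbers of genes. Scaling factors, filters, the pseudocount, the thresholds, the fit and the libraries were varied as alternatives.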

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

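The tests of gene length and of a mislabelled library, and the use of the scaling alternative as a test, were chosen after the results were seen, for the UPR list after the values of its gene HSPA5. Fold changes compare 20 mM 2-DG with the control on log2(FPKM + 1).

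The cell cycle, UPR, ATF4 and sterol genes changed in the 2-DG libraries. The paper's text does not report how these gene groups respond to 2-DG. The paper does report a growth assay of MDA-MB-231 cells given 2-DG or lactate (Fig. 2i), and that proliferation changed with the lactate level. Its Introduction names cell cycle regulation among the ways in which lactate promotes cancer. The 24 UPR chaperone genes had a median log2 fold change of 1.57, with 24 of 24 genes higher, and the 31 ATF4 target genes had one of 0.96, with 30 of 31 higher. The 35 cell cycle genes had a median of -1.47, with 0 higher, and the 24 sterol synthesis genes one of -0.58, with 3 higher. The adjusted p of camera was 2.33e-23, 4.13e-24, 5.38e-27 and 2.44e-07, and each list kept an adjusted p under 0.05 with fry and with an estimated correlation.

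Scaling by the library total is argued against for all 4 lists. With median-ratio scaling the medians were 1.62 for UPR chaperones, 1.01 for ATF4 targets, -0.52 for sterol synthesis and -1.43 for the cell cycle. Gene length is argued against for the UPR list, since 0% of 10000 random lists matched on length and level had a median as high, and the highest of them was 0.31. A mislabelled library is argued against for the same list, since the lowest of the 6 2-DG libraries, 1 of those at 10 mM, lay 1.28 log2 units above the highest control library. Gene length was not tested for the other lists, and contamination was not tested for any. A candidate explanation is a stress response to 2-DG itself in addition to a change of lactate. These libraries do not separate them, because the lactate-treated cells are not analysed here.

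By the rule fixed before the data were examined, the 5 most raised genes were IFITM10 (log2 fold change 3.20), HSPA5 (2.38), HYOU1 (2.33), MMP1 (2.27) and PDIA4 (2.15). HSPA5, HYOU1 and PDIA4 are on the UPR list. The 5 most lowered genes were the LRG CSF3 and IL11 (-2.61), CXCL1 (-2.47), CSF2 (-2.43) and IL6 (-2.43). IFITM10 rose from 0.464 ± 0.140 FPKM (SD, n = 3) to 12.4 ± 1.26 (SD, n = 3). For the lower growth factor and cytokine transcripts, a lower share of all secreted-protein transcripts in dying cells was also tested. That test, given under Other observations, leaves the explanation open. No other explanation was tested for the single genes beyond those of their lists.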

How the results depend on the processing

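The DESeq2 test, the glmTreat test and the prior count were not run, neither on the FPKM values, which are not counts, nor on the recovered reads, on which limma-voom alone was run. What the test named in the paper would call on these reads is therefore open. limma's treat test stood in for glmTreat, and the median-ratio and upper-quartile factors were applied to the FPKM values. limma-voom on the recovered reads, alone and with median-ratio factors, and the background of filtered genes for the LRG overlap were chosen after the data were seen. With that background, the overlap of the IL-17 list with the LRGs was 3 genes (exact p = 2.66e-05).

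The counts of called genes depended on the pseudocount and the threshold. The values are given in the order higher at 10 mM, lower at 10 mM, higher at 20 mM and lower at 20 mM against control, then higher and lower between the doses. The counts were 96, 192, 160, 324, 1 and 0. With a pseudocount of 0.1 they were 438, 566, 621, 866, 29 and 43. With a 1.5-fold threshold they were 474, 765, 674, 1106, 11 and 22. With limma's treat test they were 57, 115, 81, 203, 0 and 0. With limma-voom on recovered reads they were 730, 857, 927, 1193, 87 and 87, and with median-ratio factors added 797, 786, 1033, 1080, 92 and 80. The 2 scalings of the FPKM values left all 6 counts within 1.5 times. Between the doses, the count of higher genes was 3 and that of lower genes 3 with all genes above 0 in any library, and the count of higher genes was 0 with genes of at least 10 reads in every library and 0 with the adjusted p. Across the 9 fits that each left out one library, the higher genes between the doses ranged from 0 to 3 and the lower ones from 0 to 4.

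Genes up and down in all 3 comparisons numbered 0 and 0. They were 3 and 4 with a pseudocount of 0.1, 2 and 8 with the 1.5-fold threshold, 12 and 12 with limma-voom on recovered reads and 12 and 9 with median-ratio factors added. The genes up in all 3 ranged from 0 to 1 across the fits that each left out one library. The LRGs called in all 3 comparisons were 0, and 2 with a pseudocount of 0.1, 2 with the 1.5-fold threshold, 11 with limma-voom on recovered reads and 11 with median-ratio factors added. The pseudocount of 1 compresses the fold changes of genes under 1 FPKM by its construction. A gene under 1 FPKM in both groups cannot reach a log2 fold change over 1 with it. On the recovered reads, leaving out one library gave from 8 to 10 LRGs, and the genes in all 3 comparisons fell from 24 to 14 without 10 mM replicate 2 and to 13 without 10 mM replicate 3. The replicate block on the reads gave 12 LRGs.

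The correlation of the dose effects was 0.95. It was 0.92 with a pseudocount of 0.1, 0.92 with all genes above 0, 0.89 with limma-voom on recovered reads and 0.89 with median-ratio factors added, and ranged from 0.92 to 0.96 when one library was left out. All of these lie above the simulated 0.50.

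The gene lists kept their direction and their side of the threshold under the alternatives, apart from the following values and the glycolysis list between the doses, whose median near 0 ranged from -0.06 to 0.04 when one library was left out and passed no test. With an estimated correlation, the glycolysis list lost its adjusted p at 10 mM (median -0.35, adjusted p = 0.176) and at 20 mM (median -0.36, adjusted p = 0.237), and the IL-17 list at 10 mM (median -0.10, adjusted p = 0.0847). With genes of at least 10 reads in every library, the IL-17 list at 10 mM had a median of -0.11 and an adjusted p of 0.0553, where fewer genes were tested. Of the single genes named, 30 values lost and 8 gained an adjusted p under 0.05 under some alternative. The IL-17 overlap with the genes higher at 20 mM was 3 and lost its exact p with a pseudocount of 0.1 (4 genes, p = 0.275), upper-quartile factors (3, p = 0.0579), the 1.5-fold threshold (4, p = 0.326), limma-voom on recovered reads (4, p = 0.566) and median-ratio factors added (4, p = 0.653). The overlap with the genes higher at 10 mM reached an exact p = 0.0265 with all genes above 0 (2 genes) and p = 0.0248 with the treat test (2 genes). The overlap with the genes lower between the doses reached an exact p = 0.0146 with a pseudocount of 0.1 (2 genes), p = 0.000110 with the 1.5-fold threshold (3), p = 0.000527 with limma-voom on recovered reads (4) and p = 0.00490 with median-ratio factors added (3). Causes other than those named were not tested.

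The replicate numbers do not pair the libraries. Over 9 pairs with the same number in different groups, the correlation of deviations from the group means ran from -0.41 to 0.29, and over the 18 pairs with different numbers from -0.23 to 0.52. The highest values were those of control replicate 1 with 10 mM replicate 2 (0.52) and of control replicate 2 with 10 mM replicate 1 (0.49), and a block on any pairing other than the numbers was not fitted. With the replicate block, the counts were 96, 191, 160, 324, 1 and 0, and the LRGs called in all 3 comparisons were 0. The block changed no count by over 1.5 times and no gene list.

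Among other groupings of the libraries, 1 of the 10 splits of the 6 libraries gave as many called genes as the real one for 10 mM (288 genes, next 10) and 1 of 10 for 20 mM against control (484 genes, next 6), the smallest number that 3 against 3 allow. Between the doses 10 of 10 splits gave as many as the real one, which called 1 gene, fewer than each of the others (median 3, highest 6). The depth limits the precision of single LRG ratios, since CDH15 in the control rests on 5 reads and CTTNBP2 at 20 mM 2-DG on 1.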

Differences from the paper's values

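The paper reports 14 LRGs. Here 0 of the 14 were called in all 3 on log2(FPKM + 1). Between the doses only CSF3 (1.53 FPKM at 10 mM) and OLAH (1.63 FPKM at 20 mM) had a group mean over 1 FPKM. The other LRGs could not be called there with a pseudocount of 1, so for them the 0 is no evidence against the paper's number. Of the alternatives set before the data were examined, none closed the gap; the pseudocount of 0.1 and the 1.5-fold threshold each gave 2, OLAH and CSF3. limma-voom on the recovered reads, chosen after seeing the values, called 11 of the 14, which is within 1.5 times the paper's number. It did not call C1QL1, CCL2 and HMGN5. With median-ratio factors added it called 11 and with the replicate block 12, both also chosen after seeing the values.

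The numbers of genes in all 3 comparisons are about 4 up and about 10 down in Fig. 2a,b, read by eye, against 0 and 0 here. A pseudocount of 0.1 gave 3 up, and the 1.5-fold threshold gave 8 down, each within 1.5 times; the other alternatives set before the data were examined did not. limma-voom on recovered reads, chosen after seeing the values, gave 12 up and 12 down, and with median-ratio factors 12 and 9, of which the numbers down are within 1.5 times.

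The sums of the regions in Fig. 2a,b, read by eye from a small, blurred picture and least certain for the lower genes, are about 560 genes higher and about 610 lower at 10 mM 2-DG, where 96 and 192 were called here. At 20 mM 2-DG they are about 710 higher and about 860 lower, where 160 and 324 were called here. With a pseudocount of 0.1 the 4 counts were 438, 566, 621 and 866, within 1.5 times, and with the 1.5-fold threshold they were 474, 765, 674 and 1106, also within 1.5 times. No other alternative set before the data were examined closed these gaps. limma-voom on recovered reads, chosen after seeing the values, gave 730, 857, 927 and 1193, and with median-ratio factors 797, 786, 1033 and 1080, all within 1.5 times. Between the doses the sums are about 73 higher and about 71 lower in Fig. 2a,b, against 1 and 0 here. No alternative set before the data were examined closed the gap; a pseudocount of 0.1 came to 29 and 43. limma-voom on recovered reads, chosen after seeing the values, gave 87 and 87, and with median-ratio factors 92 and 80.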

Other observations

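The tests of the doses' labels, of the level of the shared genes, of NF-kB targets and of secreted proteins were chosen after the results were seen.

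On the recovered reads, 24 genes were called the same way in all 3 comparisons. Of 100 assignments of the 9 libraries to the 3 groups, drawn at random with the real one, 1 gave as many, and the next highest gave 10. When only the 6 2-DG libraries were split in other ways, with the controls kept, 1 of 10 splits gave as many, the next gave 17 and the median of the others was 6. With 3 against 3 the share cannot fall below 10%, so chance in the order of the doses cannot be told apart from a dose effect by this count. In the same fit 0 of 16571 genes had an adjusted p under 0.05 between the doses and 1033 had an unadjusted p under 0.05. Beside 11 LRGs, the 24 genes hold 13 others, among them MMP10, ADAM32, MUC5B and ALPP, which were named after their values were seen. Leaving out one library gave from 13 genes (without 10 mM replicate 3) to 28.

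One hypothesis is that the rule of 3 comparisons selects genes of low level. The 24 genes had a median of 0.349 FPKM, the 2120 genes called at 20 mM against control 0.638 and all tested genes 2.46. Of 10000 random draws of 24 genes from the 2120, 7.58% had a median as low, so the rule cannot be told apart from the low level of all called genes with so few genes. The criterion written for this test had read a share above 5% as evidence against the hypothesis, and it was read as open after the value was seen.

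Another hypothesis is that the fall of the IL-17 list may rest on NF-kB target genes. Of its tested genes, 16 are also on the NF-kB list. Without them, the other 55 genes had a median log2 fold change of -0.09 at 20 mM 2-DG and an adjusted p of 0.665 with camera, and the list no longer stood apart. That dying cells carry a lower share of all secreted-protein transcripts was also tested, with MMP1, which rose by a log2 fold change of 2.27. A single gene among the most changed excludes nothing, so this stays open.

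SLC2A1 and LDHA, whose expression the paper reports in tumour samples, were lower in the 2-DG-treated cells. SLC2A1 was at 94.6 ± 7.95 FPKM (SD, n = 3) in the control, 70.3 ± 7.70 (SD, n = 3) at 10 mM and 73.4 ± 2.10 (SD, n = 3) at 20 mM, with a log2 fold change of -0.36 at 20 mM (adjusted p = 0.00947 from limma's test). LDHA was at 377 ± 11.9, 290 ± 15.0 and 273 ± 4.09 FPKM (SD, n = 3), with a log2 fold change of -0.47 (adjusted p = 0.000371 from limma's test). The 23 tested genes of the glycolysis list had a median of -0.36 at 20 mM and of 0.00 between the doses, where the adjusted p was 0.575 with camera.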
